A study of Arabidopsis thaliana with 4 samples.

How the data were processed

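Binding of LEAFY (LFY), a plant transcription factor that controls flower development, was profiled by ampDAP-seq, in which tagged proteins are mixed with PCR-amplified genomic DNA in vitro, purified with the DNA they hold, and the DNA is sequenced. PCR amplification removes DNA methylation, and no chromatin is present, so the assay reads affinity for naked DNA. The DNA came from Arabidopsis thaliana Col-0 seedlings, per the labels. UNUSUAL FLORAL ORGANS (UFO) is an F-box protein, the substrate-binding part of an SCF ubiquitin ligase, and, per the labels, was added as a recombinant FLAG-tagged complex with ASK1, a SKP1-like adaptor. The myc-tagged LFY proteins were made by in vitro transcription and translation, per the labels. LFY K249R carries a lysine-to-arginine change. The series has 4 samples: input DNA without tagged protein, LFY with UFO, LFY K249R alone and LFY K249R with UFO. No peak list of the input DNA was used here, so the lists have no background measured in the same way. A sample of unmutated LFY without UFO was not analysed here.

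The deposited data are 3 lists of peak intervals, 1 per protein preparation, each with a chromosome, a start and an end and no value per peak. Per the labels, the LFY + UFO list kept peaks present in all 3 of its replicates, and each mutant list kept peaks common to its 2 replicates. The aligner, peak caller, thresholds, use of the input library and genome build are given neither in the labels nor in the lists. Every interval in the 3 lists is 400 bp wide, so the authors' intervals hold a position but not the extent of a peak. Replicates were merged before deposit, so the spread between replicates was not measurable and no test between conditions was made. Read depth is unknown, and a list from deeper libraries can be longer for that reason alone.

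Each list was grouped by the sample label of its file. A peak counted as shared when it overlapped a peak of the other list by at least 50% of the shorter peak, which for intervals of one width means centres at most 200 bp apart. Shares are given with exact (Clopper-Pearson) 95% binomial intervals over peaks. These cover counting error only, since peaks are not replicates. The share expected from peak number alone was taken from 1000 relocations, in which each peak of a list was placed at random on its own chromosome up to the last peak end seen in any list. A relocation within 100 kb of each peak, which keeps regional density, was added after the data were examined. The Jaccard index is the number of shared peaks divided by the number of distinct peaks in both lists, using the smaller of the 2 directional counts. Centre offsets were measured at loci present in all 3 lists, with intervals from 1000 bootstrap draws over loci. Regional counts used 1-Mb bins, and dispersion over bins with at least 50 LFY + UFO peaks was compared with 1000 permutations of shared status among peaks. Intervals for a difference between 2 shares came from 10000 binomial draws.

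The overlap code was tested on 3 simulated pairs of lists with the size of the LFY K249R list (9956 peaks). The recovered share differed from the expected one by at most 0.179 percentage points. The expected share was the simulated share plus the chance overlap of the remaining peaks. Recovered shares thus include chance overlap, and so do the observed shares given below. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with random seed 1.

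Alternatives fixed before the data were examined were, for the overlap of each pair of lists, overlap of at least 1 bp, overlap of at least 80% of the shorter peak and peak centres within 100 bp, and, for the number of peaks, merging of overlapping peaks within a list and restriction to the 5 nuclear chromosomes. Random thinning of each list to 8577 peaks (200 draws) was added after the data were examined. The same holds for the other overlap rules applied to the 3-way classes. It also holds for these rules where mutant peaks were split by presence in the other mutant list before being sought in the LFY + UFO list. All alternatives to the distance classes and to the comparisons near peak-free stretches were likewise added after the data were examined. Analyses planned on peak strength were not made because the lists give no value per peak. Analyses planned on binding motifs, on genomic location and on a fixed list of 20 floral genes were not made, because no genome sequence was used and the build of the coordinates is not named. The rule fixed for naming genes was to report each of these genes with or without a peak from 3 kb upstream of its start to 1 kb downstream of its end, and it was not applied. Positions are printed 1-based, with a stretch running from 1 bp after a listed peak end to the next listed peak start.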

Results

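The 3 ampDAP-seq peak lists came from LFY with UFO, LFY K249R alone and LFY K249R with UFO, with 1 merged list per condition. The LFY + UFO list held 18957 peaks, the LFY K249R list 9956 peaks and the LFY K249R + UFO list 8577 peaks. LFY + UFO thus had 1.90 times as many peaks as LFY K249R and 2.21 times as many as LFY K249R + UFO. The longest list was the one merged from 3 replicates, and the 2 shorter ones were each merged from 2. The 400-bp intervals covered 7527 kb for LFY + UFO, 3975 kb for LFY K249R and 3422 kb for LFY K249R + UFO. No interval occurred more than once within a list. Neighbouring peaks overlapped in 721 cases in the LFY + UFO list, in 130 cases for LFY K249R and in 117 cases for LFY K249R + UFO. The median distance between neighbouring peak centres was 3964 bp, 7727 bp and 8948 bp in the same order. Because replicates were merged before deposit and read depth is unknown, the differences in peak number have no replicate error and could not be tested.

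Peaks lay on all 5 nuclear chromosomes, and the 3 lists were spread over them in nearly equal proportions. Chromosome 1 held 25.2% of the LFY + UFO peaks, 25.3% of the LFY K249R peaks and 25.1% of the LFY K249R + UFO peaks. Chromosome 4 held 15.7%, 16.1% and 15.7% of the respective lists. LFY + UFO peaks occurred at 155.7 to 162.7 per Mb on the individual chromosomes. LFY K249R peaks occurred at 81.7 to 86.0 per Mb and LFY K249R + UFO peaks at 70.2 to 73.6 per Mb. Along each chromosome, peak density dropped around one stretch in all 3 lists. In the LFY K249R list the longest stretch without a peak on chromosome 1 ran from position 14922378 to 15427083, which is 504.7 kb, and on chromosome 2 from 3212475 to 3515551, which is 303.1 kb. In the LFY + UFO list the longest stretch on chromosome 1 was shorter, from 15079018 to 15439870 (360.9 kb), and that on chromosome 2 ran from 3212484 to 3515480 (303.0 kb). The longest stretches of the LFY + UFO and LFY K249R lists were 299.5 and 377.0 kb on chromosome 3, 129.8 and 136.7 kb on chromosome 4, and 424.5 and 372.0 kb on chromosome 5. The genome build of these positions is not named in the lists.

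**Figure D1:**
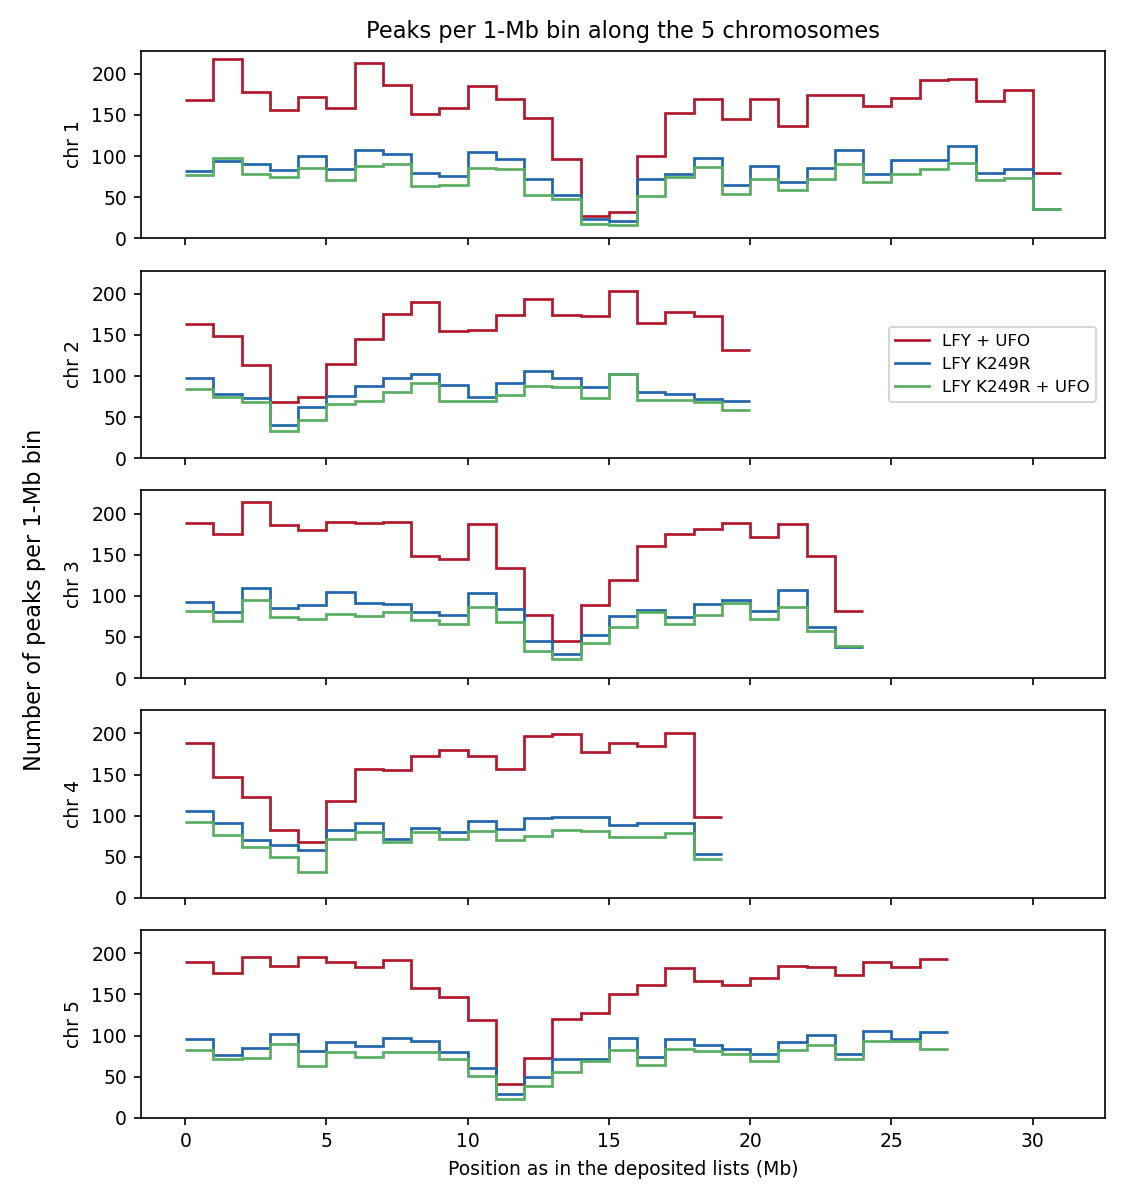
Number of peaks per 1-Mb bin (y axis) against position in Mb (x axis) on the 5 chromosomes for the 3 lists, with the last bin of each chromosome covering only the part up to the chromosome end. The LFY + UFO list lay above both mutant lists in all bins shown and reached 218 peaks in 1 bin, and all 3 lists dropped in the same part of each chromosome.

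To ask how the K249R change altered the sites found with UFO present, the LFY + UFO list was compared with the LFY K249R + UFO list. Of the 18957 LFY + UFO peaks, 7579 overlapped a LFY K249R + UFO peak by at least 50%, a share of 39.98% (95% binomial interval 39.3% to 40.7%). The other 11378 peaks, 60.0% of the list, had no such partner. In the opposite direction, 7575 of the 8577 LFY K249R + UFO peaks, or 88.3% (87.6% to 89.0%), overlapped a LFY + UFO peak, and 1002 did not. Random relocation of the LFY + UFO peaks gave a median overlap of 2.88%, with a range of 2.51% to 3.27% over 1000 draws. Relocation of the LFY K249R + UFO peaks gave 6.34%, with a range of 5.49% to 7.29%. Both observed shares were 13.9 times the relocated median. Keeping the regional density by relocating peaks within 100 kb raised these medians to 3.12% and 6.95%. The Jaccard index of the pair was 38.0% (37.3% to 38.6%), and the largest value that lists of these sizes allow is 45.2%. Accepting an overlap of 1 bp moved the share of LFY + UFO peaks with a partner most, to 41.9%. Thinning both lists at random to 8577 peaks moved the share of LFY K249R + UFO peaks with a partner most, to 39.99%, since it removed more than 50% of the LFY + UFO peaks, and the overlap rules tried moved it to between 86.4% and 89.0%.

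The effect of adding UFO to the mutant protein was addressed by comparing LFY K249R with LFY K249R + UFO. Of the 9956 LFY K249R peaks, 7804 were also found with UFO, a share of 78.4% (77.6% to 79.2%), and 2152 were not. Of the 8577 LFY K249R + UFO peaks, 7804 were also found without UFO, a share of 91.0% (90.4% to 91.6%), and 773 were not. Relocated peaks overlapped at a median of 2.87% and 3.35%, and both observed shares were more than 27 times the relocated value. The Jaccard index of the 2 mutant lists was 72.7% (71.9% to 73.6%), against a largest possible value of 86.1%. Its interval lay above those of both comparisons with the LFY + UFO list, whose largest possible values were lower because that list is longer.

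LFY + UFO and LFY K249R differ in both the protein and the presence of UFO, so this comparison does not separate the 2 factors. A LFY K249R partner was found for 8330 LFY + UFO peaks, or 43.9% (43.2% to 44.7%). In the opposite direction, 8317 LFY K249R peaks, or 83.5% (82.8% to 84.3%), had a LFY + UFO partner and 1639 had none. The relocated medians were 3.34% and 6.33%. The Jaccard index was 40.4% (39.7% to 41.1%), with a largest possible value of 52.5%. Expressed relative to the largest possible value, the index reached 76.9% for LFY + UFO with LFY K249R, 83.9% for LFY + UFO with LFY K249R + UFO, and 84.4% for the 2 mutant lists.

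**Figure D2:**
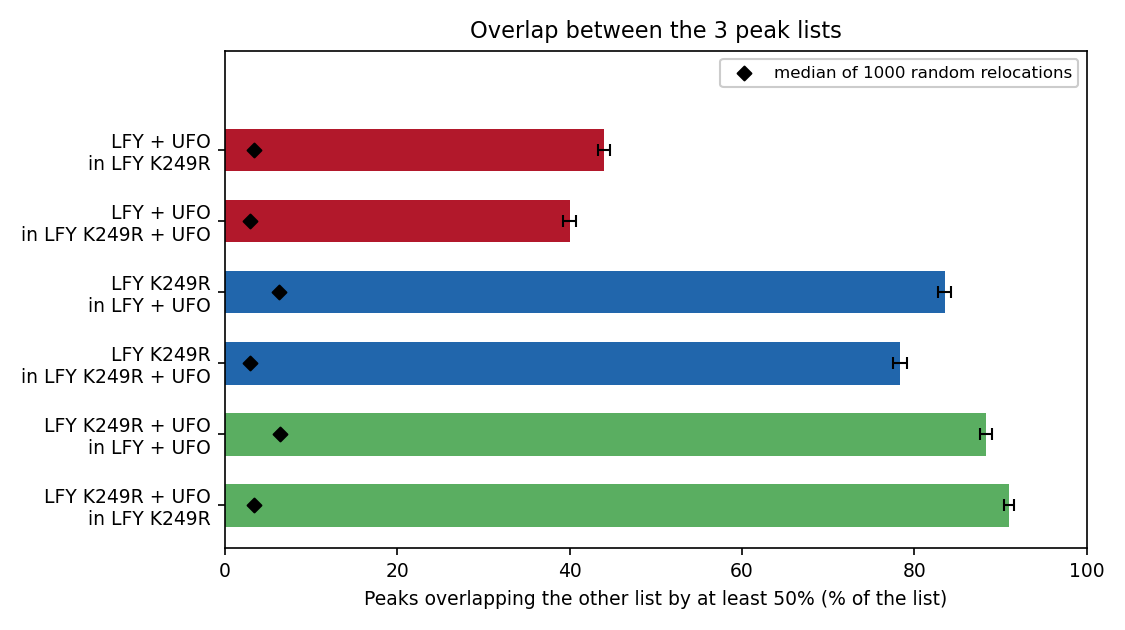
Share of each list that overlapped another list by at least 50% of the shorter peak (x axis, percent of the list named first), with exact 95% binomial intervals as error bars and the median of 1000 random relocations as diamonds. The 2 bars for LFY + UFO peaks lie at 43.9% and 39.98%, the 4 bars for mutant peaks lie between 78.4% and 91.0%, and all relocated medians are at most 6.34%.

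When the 3 lists were considered together, 10088 LFY + UFO peaks, or 53.2% (52.5% to 53.9%), had a partner in neither mutant list. Both mutant lists matched 7040 LFY + UFO peaks, or 37.1% (36.4% to 37.8%). A further 1290 matched LFY K249R only and 539 matched LFY K249R + UFO only. Of the LFY K249R peaks, 70.8% (69.8% to 71.6%) were in both other lists and 8.83% (8.28% to 9.40%) were in neither. Of the LFY K249R + UFO peaks, 82.1% (81.3% to 82.9%) were in both other lists and 243, or 2.83% (2.49% to 3.21%), were in neither. Peaks common to both mutant lists but without a LFY + UFO partner numbered 760 when counted among the LFY K249R peaks, which was 9.74% of the 7804 peaks the mutant lists shared. The share of LFY + UFO peaks found in neither mutant list was 53.4%, 52.5%, 54.2%, 52.3% and 53.2% on chromosomes 1 to 5, and the 5 binomial intervals overlapped.

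Among mutant peaks, those found in both mutant lists were in the LFY + UFO list most often. The share was 90.3% (89.6% to 90.9%) for LFY K249R peaks that were also found with UFO. It was 68.6% (65.2% to 71.8%) for the 773 LFY K249R + UFO peaks absent without UFO, and 59.2% (57.0% to 61.2%) for the 2152 LFY K249R peaks absent with UFO. The intervals of the 3 classes did not overlap under the 50% rule. In numbers of peaks, 530 of those that appeared with UFO and 1273 of those that disappeared with UFO were in the LFY + UFO list. Under the rule requiring 80% of the shorter peak, the last 2 shares were 64.2% and 57.0%.

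The positions of shared peaks differed by a few base pairs between lists. At the 7040 loci found in all 3 lists, the median absolute distance between the centres of the LFY K249R and LFY K249R + UFO peaks was 6 bp, and the mean was 8.34 bp (bootstrap interval 8.09 to 8.58 bp). The distance from LFY + UFO to LFY K249R centres had a median of 9 bp and a mean of 15.5 bp (15.1 to 16.1 bp). The distance from LFY + UFO to LFY K249R + UFO centres also had a median of 9 bp, with a mean of 15.2 bp (14.7 to 15.6 bp). Centres lay more than 50 bp apart at 5.33% (4.81% to 5.88%) of loci for LFY + UFO against LFY K249R and at 4.63% (4.15% to 5.15%) for LFY + UFO against LFY K249R + UFO. For the 2 mutant lists this share was 0.852% (0.651% to 1.10%). The median signed distance was 0 bp in each pair.

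**Figure D3:**
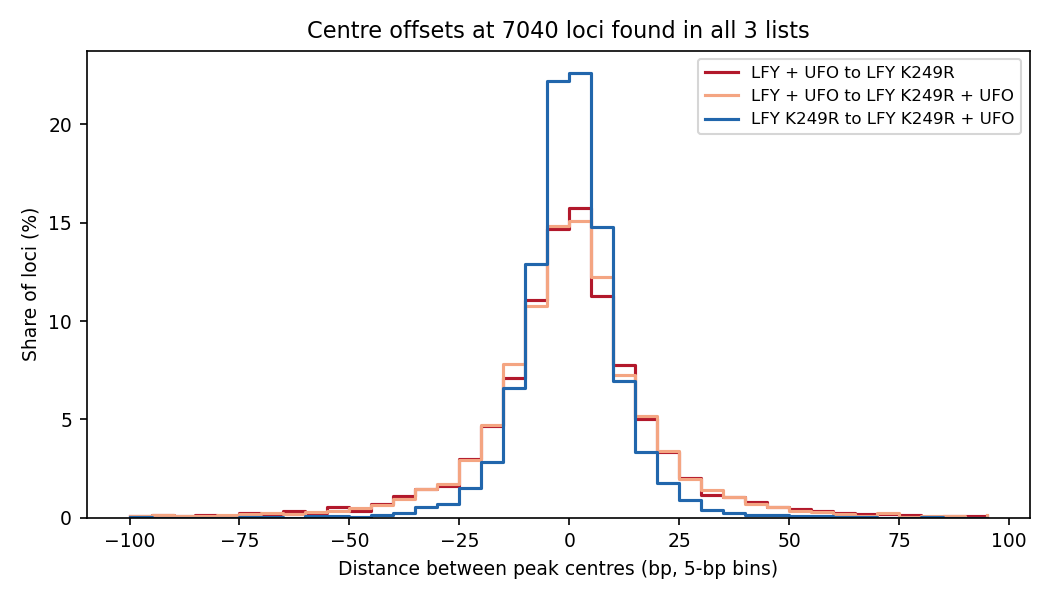
Distribution of the signed distance between peak centres (x axis, bp, 5-bp bins, shown from -100 to 100 bp) for the 3 pairs of lists, as percent of the 7040 loci found in all 3 lists (y axis). The 2 distributions that involve LFY + UFO are wider, with mean absolute distances of 15.5 and 15.2 bp, than that of the 2 mutant lists, with 8.34 bp.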

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

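Merging overlapping or touching peaks within a list changed the number of peaks little and left 18231 LFY + UFO, 9825 LFY K249R and 8460 LFY K249R + UFO regions. Restricting the lists to the 5 nuclear chromosomes removed no peak, so that setting tests nothing.

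Shifts under the 3 other overlap rules were small in size but exceeded the narrow binomial intervals in the cases given here. With any overlap of at least 1 bp, 46.1% of LFY + UFO peaks matched LFY K249R and 41.9% matched LFY K249R + UFO. In the other direction, 84.4% of LFY K249R peaks and 89.0% of LFY K249R + UFO peaks matched LFY + UFO, and the share of LFY + UFO peaks in neither mutant list fell to 51.1%. With overlap of at least 80% of the shorter peak, these 5 shares were 42.8%, 39.1%, 81.6%, 86.4% and 54.3%. The Jaccard index of LFY + UFO was then 39.1% with LFY K249R and 36.8% with LFY K249R + UFO. With peak centres within 100 bp, 43.2% of LFY + UFO peaks matched LFY K249R, 82.3% of LFY K249R peaks and 87.1% of LFY K249R + UFO peaks matched LFY + UFO, and the 2 Jaccard indices were 39.5% and 37.2%. The shares between the 2 mutant lists and their Jaccard index stayed within their intervals under these 3 rules. The looser rule counts more pairs by construction. For the share in neither mutant list, these rules were chosen as alternatives after seeing the data.

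Thinning each list at random to 8577 peaks, an alternative chosen after seeing the data, lowered the share of LFY + UFO peaks in LFY K249R to 37.9%. The same thinning gave 37.8% for LFY K249R peaks in LFY + UFO, 39.99% for LFY K249R + UFO peaks in LFY + UFO and 78.4% for LFY K249R + UFO peaks in LFY K249R. These values follow from the share of peaks discarded from the list searched, whatever the cause of its length, and say nothing about what the shares rest on. A selection by peak strength would have been the better comparison and was not run, because the lists hold no value per peak.

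For the other 31 results, which include relocated backgrounds, classes of the 3-way comparison and regional excesses, 68 alternatives were computed, all chosen after seeing the data. Of these, 45 stayed within the interval of the main value and 23 moved, 10 of them upward, and none changed sign with a value whose interval excluded 0. Not run for lack of a value per peak, of sequence or of a named build were the alternatives on the strongest peaks, the motifs, the promoter window and the gene window. No paired analysis was possible because each condition has a single list merged before deposit. Leaving out a replicate was impossible for the same reason. The unknown depth limits all statements on peaks missing from a list, since a site below the calling threshold and a site that was not bound look the same.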

Other observations

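The tests on the rule for merging replicates, on depth, on the reach of the longer mutant list, on the merging of other libraries, on clustering shared by all lists and on sites passed only by the LFY K249R libraries were chosen after the related values were seen. The distance classes and the comparisons near the peak-free stretches were not planned before the data were examined, in their main settings too. No advance plan is claimed for the other tests below.

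The LFY + UFO list was 1.90 times as long as the LFY K249R list. How far the rule for merging replicates changed this ratio cannot be told, because the lists of single replicates were not analysed here. A requirement for agreement of 3 in place of 2 replicates would by itself shorten a list. It would thus work against a longer LFY + UFO list. Deeper sequencing or looser peak calling of the LFY + UFO libraries remains open. Under that explanation peaks found in both mutant lists should nearly all be in the LFY + UFO list, and 90.3% were. The 9.74% that were missing may reflect the requirement for 3 replicates, or sites where the mutant binds and LFY with UFO does not, and the lists hold no value that separates these. An effect of UFO that needs the unchanged lysine is the biological explanation named by the design, and it cannot be told apart from depth here, because the lists give neither read counts nor peak heights.

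The 10088 LFY + UFO peaks in neither mutant list were not gathered in a few 1-Mb regions that had dropped out of the mutant libraries. In the 117 bins of 1 Mb with at least 50 LFY + UFO peaks, their share ran from 40.5% (30 of 74 peaks, chromosome 2, 4 to 5 Mb) to 64.0% (112 of 175 peaks, chromosome 3, 17 to 18 Mb). The dispersion of the counts over bins was 1.16 times the binomial value, inside the range of 0.666 to 1.38 from 1000 permutations. Uneven recovery of whole 1-Mb regions is thus argued against as the source in these bins, since no bin came near a share of 0. Loss of shorter stretches could spread over all bins and was not tested. Bins with fewer than 50 LFY + UFO peaks were left out. A small regional trend remained. Within 2 Mb of the longest peak-free stretch of each chromosome the share was 50.3%, against 53.5% farther away.

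The LFY K249R list differed from both lists made with UFO near those stretches. They are taken from the LFY K249R list itself, and no centromere annotation was used. Of the 1103 LFY K249R peaks within 2 Mb of the middle of a stretch, 26.2% (23.6% to 28.9%) had no LFY + UFO partner, against 15.2% (14.5% to 16.0%) of the 8853 peaks farther away. The near share was higher on 5 of 5 chromosomes, from 23.2% against 16.8% on chromosome 2 to 29.8% against 15.5% on chromosome 1. Taking 1 Mb or 4 Mb in place of 2 Mb gave an excess of 13.1 or 8.20 percentage points, against 11.0 in the main setting. Lower recovery of such regions in the LFY + UFO libraries may account for part of this. Peaks found in both mutant lists were also missing more often near the stretches, by 4.24 percentage points (1.90 to 6.73), although with a 1-Mb limit the excess of 2.45 had an interval that included 0. Sites that only the LFY K249R libraries passed may add to it, since LFY K249R peaks there were missing from LFY K249R + UFO more often too, by 4.55 percentage points (1.79 to 7.29), with a higher near share on 4 of 5 chromosomes and no excess on chromosome 2 (20.3% against 20.4%). This excess depended on the limit, with 7.02 percentage points (2.67 to 11.3) for 1 Mb and 2.03 (0.248 to 3.88) for 4 Mb. The 2 explanations do not exclude each other. The 2 lists made with UFO also differed from each other there. Near the stretches 14.9% of LFY K249R + UFO peaks had no LFY + UFO partner, against 11.3% farther away. The excess was 3.62 percentage points (1.25 to 6.11), and with a 1-Mb limit its interval included 0. For LFY K249R + UFO peaks missing from LFY K249R the difference was -1.98 percentage points (-3.79 to -0.0469). With limits of 1 and 4 Mb its intervals included 0. The contrast was widest for the LFY K249R peaks absent with UFO: near the stretches 178 of 283, or 62.9%, were in no other list, against 37.5% farther away. The size of that excess, 25.4 percentage points, depended on the limit, with 32.9 for 1 Mb and 18.3 for 4 Mb. Whether these peaks lie in repeats, where read mapping is uncertain, was not tested, since no sequence was used. A biological explanation, such as sites that the protein leaves when UFO is present, was not tested either.

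Peaks that the mutant gained with UFO were in the LFY + UFO list more often than peaks it lost with UFO, by 9.41 percentage points (5.54 to 13.3). Under the other overlap rules the difference ran from 7.15 to 8.71 percentage points, and each interval excluded 0. This is what residual UFO-dependent binding by the mutant, at sites that LFY with UFO also takes, would give. It is also what would be seen if the longer LFY K249R list, with 1.16 times as many peaks as LFY K249R + UFO, reaches weaker sites. The 2 readings cannot be told apart, because the lists give no value per peak. The excess of LFY K249R peaks near the peak-free stretches does not account for all of the difference, which was 6.19 percentage points (2.12 to 10.3) at 2 Mb or more from a stretch and 5.40 (0.840 to 9.81) at 4 Mb or more.

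The centres of LFY + UFO peaks lay farther from either mutant list than the mutant lists lay from each other, with mean absolute distances 1.84 times as large. A neighbouring LFY + UFO peak in the list that pulls the centre was tested as an explanation and is argued against. At the 3622 loci with no other LFY + UFO peak within 2 kb, the median distance to both mutant lists was still 9 bp against 6 bp, and the means were 15.0 and 14.6 bp against 7.99 bp. A second site inside the same interval could not be tested, because the list holds no centres closer than 201 bp, and it stays open. What also stays open is that the LFY + UFO list was merged from other libraries under another rule. This cannot be told apart from a shift in the bound position. A shift towards a DNA element contacted with UFO is a candidate explanation that orientation of each site, read from the genome sequence, could test. The symmetric distribution, with a median of 0 bp, says nothing either way, because sites lie on both strands.

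LFY + UFO peaks that overlapped no mutant peak by even 1 bp numbered 9687. Of these, 1177 had their nearest mutant peak at 400 to 1000 bp, against a median of 1046 and a range of 946 to 1152 for the same peaks relocated within 100 kb, scaled to an equal number of peaks without overlap, a ratio of 1.12. From 1 to 5 kb the ratio was 1.02, above 1 but inside the range of the draws. From 5 to 20 kb it was 0.951 (3609 peaks, below the relocated range of 3638 to 3965), and relocation within 20 kb gave 0.946. A single bound region called as 2 adjacent peaks would give an excess under 1 kb alone. Whether the excess ends at 1 kb was not settled, since the deficit from 5 to 20 kb was larger than the excess under 1 kb. Clustering of sites that every list shares also stays open. These explanations cannot be told apart, because the classes beyond 1 kb do not decide the former and the counts within a list go both ways for the latter. Neighbours within the LFY K249R list were 400 to 1000 bp apart 1.22 times as often as after relocation within 100 kb (594 against 485, range 416 to 572), and the corresponding ratio for the LFY + UFO list was 1.25. For LFY K249R + UFO the ratio was 1.22 but lay inside the range of its draws (446 against 304 to 458). Counting all pairs of peaks at that distance in place of neighbours gave ratios of 1.17, 1.17 and 1.19 for LFY + UFO, LFY K249R and LFY K249R + UFO, each above its draws. The share of neighbouring LFY K249R peaks within 1 kb was 7.29%, below the range of 7.56% to 9.27% for relocation within 100 kb. It was 15.0% for LFY + UFO (relocated range 14.8% to 16.4%) and 6.59% for LFY K249R + UFO (6.51% to 8.26%), both inside the range and below the relocated medians of 15.7% and 7.38%. Against relocation anywhere on the chromosome, the shares of all 3 lists lay inside their ranges (7.25% to 8.87% for LFY K249R), with LFY + UFO above its median of 14.7% and both mutant lists below theirs. The lists hold no neighbouring centres closer than 201 bp, a spacing that relocated peaks do not keep. It lowers the share within 1 kb and can raise the count of neighbours farther apart, and no relocation that keeps it was made.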
